# Phenotypic and Transcriptomic Analyses of Autotetraploid and Diploid Mulberry (*Morus alba* L.)

**DOI:** 10.3390/ijms160922938

**Published:** 2015-09-22

**Authors:** Fanwei Dai, Zhenjiang Wang, Guoqing Luo, Cuiming Tang

**Keywords:** mulberry, autotetraploid, phenotype, transcriptome, plant hormone

## Abstract

Autopolyploid plants and their organs are often larger than their diploid counterparts, which makes them attractive to plant breeders. Mulberry (*Morus alba* L.) is an important commercial woody plant in many tropical and subtropical areas. In this study, we obtained a series of autotetraploid mulberry plants resulting from a colchicine treatment. To evaluate the effects of genome duplications in mulberry, we compared the phenotypes and transcriptomes of autotetraploid and diploid mulberry trees. In the autotetraploids, the height, breast-height diameter, leaf size, and fruit size were larger than those of diploids. Transcriptome data revealed that of 21,229 expressed genes only 609 (2.87%) were differentially expressed between diploids and autotetraploids. Among them, 30 genes were associated with the biosynthesis and signal transduction of plant hormones, including cytokinin, gibberellins, ethylene, and auxin. In addition, 41 differentially expressed genes were involved in photosynthesis. These results enhance our understanding of the variations that occur in mulberry autotetraploids and will benefit future breeding work.

## 1. Introduction

Mulberry (*Morus alba* L.) [1] is a woody plant native to China that is commercially valuable. The most important use of mulberry is as the sole food source of the domesticated silkworm (*Bombyx mori* L.). However, mulberry is also used in animal fodder, pharmaceuticals, food production, and landscaping [2,3]. Polyploidy is a heritable change in which the entire chromosome set is multiplied, and it plays an important role in plant evolution [4]. Two forms of polyploidy are often considered: allopolyploidy, which originates from interspecies hybrids, and autopolyploidy, which originates from intraspecies genome duplication events. Polyploidy is particularly widespread in the flowering plants (angiosperms), including many major crops [5]. Polyploid plants are often larger and have larger organs than their diploid relatives, including higher yield, larger leaves, larger fruit, more robustness, and some other agronomic characters [6,7,8], which makes polyploids quite appealing for agricultural breeding.

How are the larger plants regulated by the polyploidization? The most naïve hypothesis was that increase in gene copy number increased the amount of protein, which in turn increased the cell volume [9]. It was found that the ploidy-dependent increase in cell volume is genetically regulated in the experiment of investigating a wide range in cell size by tetraploidizing various mutants and transgenics of Arabidopsis thaliana [10]. Early research reported that polyploidization increased the chloroplast number and photosynthesis per cell, which may be due to increasing size of cells [11]. However, the mechanism behind the ploidy-related regulation of cell size, cell proliferation and expansion remains largely unclear. In recent years, plant breeders have worked with polyploids in mulberry and several artificially generated polyploids with “larger” mulberry characteristics have been reported [12,13,14]. Hence, we sought to investigate the physiological and molecular mechanisms for the enlargement phenomenon in mulberry polyploids.

Transcriptome-wide gene expression analysis has been demonstrated in many bred and natural polyploid plants. Research on transcriptional analyses of autotetraploids and their related diploids show a significant divergence in species-specific traits even though a great deal of common characteristics also exist [5,15]. For example, only ~1%–3% of genes are significantly differentially expressed between the autotetraploids and diploids of Arabidopsis (*Arabidopsis thaliana* L.), rice (*Olyza Sativa* L.), and Chinese woad (*Isatis indigotica* Fort.) [16,17,18], whereas ~10% of potato (*Solanum phureja* L.), birch (*Betula platyphylla* Suk.), and *Paulownia* (*Paulownia fortune* Hemsl.) genes are significantly differentially expressed [8,19,20]. In addition, RNA profiling using different tissues may partly cause transcriptome divergence. Among woody plants, the biosynthesis and signal transduction of indole-3-acetic acid and ethylene have been altered by a genome duplication event in birch [8], whereas differentially expressed transcripts are enriched in the energy metabolism pathway and in genetic information storage in *Paulownia* [20]. Hence, it is necessary to investigate the changing expression in key genes after polyploidization in the mulberry.

RNA-Seq is a powerful tool for detailed transcriptomic studies that is cost-efficient and yields a far greater amount of information than traditional sequencing technology [21]. In this study, we obtained a series of mulberry autotetraploids using a colchicine treatment and compared differences between the transcriptomes of diploid and autotetraploid mulberry plants using RNA-Seq technology. The results improved our understanding of the genetic regulation associated with mulberry autopolyploidization.

## 2. Results

### 2.1. Detection of Mulberry Autotetraploids

A series of mulberry autotetraploids were generated with the colchicine treatment. We investigated the ploidy of two-month old mulberry seedlings using a flow cytometry analysis and chromosome counts. The DNA content of the control diploids had a main flow cytometry peak at channel 100 (Figure 1A). In contrast, the DNA content of the autotetraploids showed a main peak at channel 200 (Figure 1B). The chromosome count of diploids was 2*n* = 2*x* = 28, whereas that of the autotetraploids was 2*n* = 4*x* = 56 (Figure 1C,D). Of all 247 novel saplings generated with the colchicine treatment, about 49% saplings were autotetraploids while the rest of them were chimeras with part of polyploidization cell.

**Figure 1:**
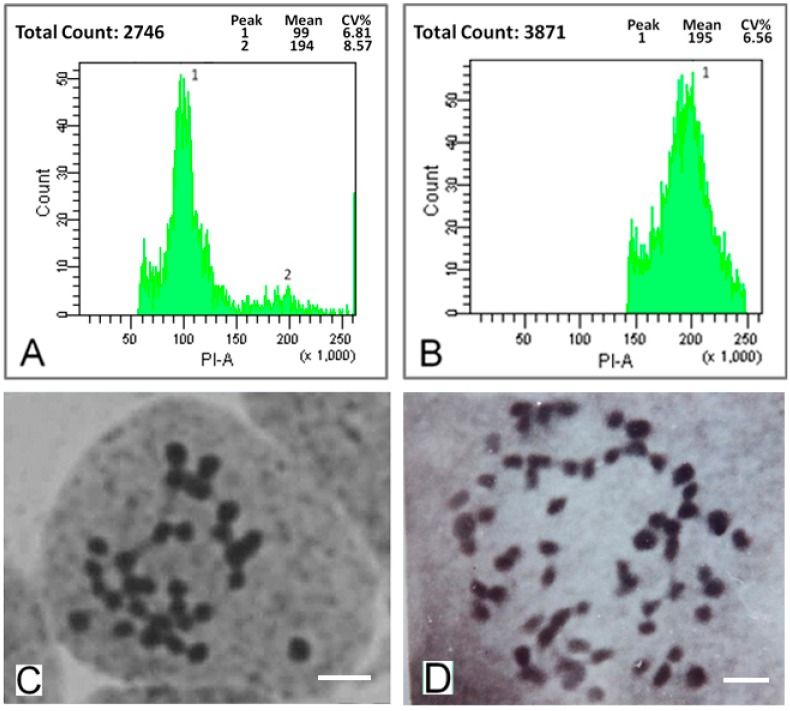
Ploidy analysis of mulberry leaves. (**A**) DNA content of diploids (the main peak is at channel 100); (**B**) DNA content of autotetraploids (the main peak is at channel 200); (**C**) Chromosome number in diploids (2*n* = 2*x* = 28). Bars = 5 μm; and (**D**) Chromosome number in autotetraploids (2*n* = 4*x* = 56). Bars = 5 μm.

### 2.2. Phenotypic Changes versus Ploidy in Mulberry

Diploid and autotetraploid mulberry trees at adult stage were characterized morphologically. The height, breast-height diameter, leaf area and cross-section, inflorescence length, fruit length and diameter of autotetraploid trees were larger than those of the diploid trees. The mean value of leaf area and leaf cross-section of autotetraploids were 99.28 cm^2^ and 2.88 μm, respectively, which were ~40% larger and ~19% thicker compared with those of diploids (Figure 2; Table 1). As shown in the leaf cross-section in Figure 2C,D, it appears that the cell size of spongy tissue and palisade tissue were larger in the autotetraploid leave, but the cell number did not reveal an apparent difference. Further, this was simply a direct observation, and with no statistical significance. The fruits of autotetraploids were larger than those of diploids at different fruit stages while the fruit maturation period had no significant differences. At the black fruit stage, the mean weight of autotetraploid fruit was 8.57 g, which was ~70% heavier than diploid fruit. And the mean value of fruit length and diameter were 5.70 and 2.22 mm, respectively, which were ~40% longer and ~55% greater compared with those of diploids (Figure 2; Table 1). The height and breast-height diameter of autotetraploid trees were also greater than those of diploids (Table 1).

**Table 1:** Phenotypic comparisons between diploids and autotetraploids.

Traits	Diploid	Autotetraploid
Height (m)	6.58 ± 1.35 A	7.81 ± 1.48 B
Breast-height diameter (cm)	8.34 ± 1.59 A	10.31 ± 1.72 B
Leaf area (cm^2^)	70.89 ± 4.52 A	99.28 ± 5.06 B
Fruit maturation period (day)	54.21 ± 1.38 A	53.47 ± 1.93 A
Fruit length (mm)	4.06 ± 0.18 A	5.70 ± 0.20 B
Fruit diameter (mm)	1.43 ± 0.11 A	2.22 ± 0.13 B
Fruit weight (g)	5.05 ± 0.29 A	8.57 ± 0.38 B
Leaf cross-section (μm)	2.42 ± 0.31 A	2.88 ± 0.30 B

Data are presented as mean ± standard deviation, *n* ≥ 10; Values labeled with different letters indicate a significant difference between autotetraploid and diploid plants at *p* < 0.05 levels, based on *t* test.

**Figure 2:**
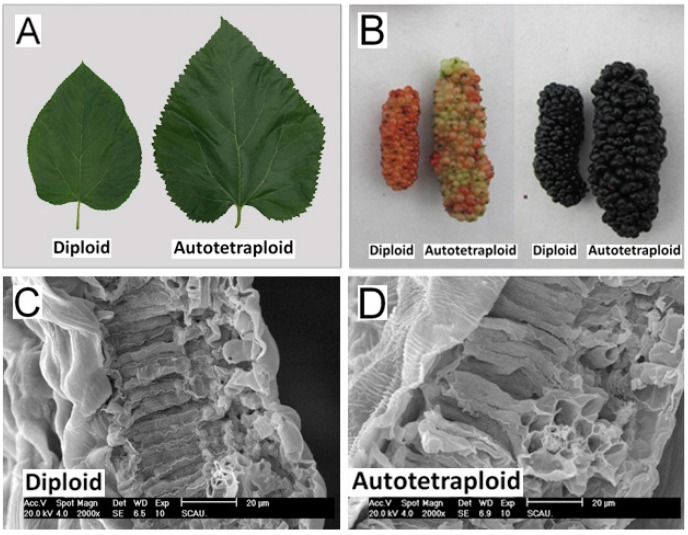
Phenotypic characterization of diploids and autotetraploids grown under the same conditions. (**A**) Leaves of diploids and autotetraploids; (**B**) Fruits of diploids and autotetraploids at the red (**left**) and black (**right**) fruit stages; (**C**) Leaf cross-section of a diploid; and (**D**) Leaf cross-section of an autotetraploid.

### 2.3. Gene Expression in Diploids and Autotetraploids

To compare differences between the transcriptomes of diploid and autotetraploid, cDNA libraries were generated from leaves of adult stage plants, and then Illumina paired-end sequencing was performed. A total of ~12 M, 50-bp, single-ended RNA-Seq reads were generated from each sample. 

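Leaf RNA of 6 adult mulberry trees, 3 diploid and 3 autotetraploid, was sequenced with one library per tree, and an RPKM value per gene and tree, as made by the authors, was analysed here. RPKM is the number of reads on a gene divided by the length of the gene and by the total of mapped reads of the library. Diploids have 28 chromosomes and autotetraploids have 56. The authors mapped 50-bp reads to the mulberry genome and its predicted genes. The RPKM values of each tree are multiples of what a single read is worth for the gene, so the read totals behind them were recovered: 7091594, 6802935 and 7022758 reads in the diploid trees TL-1, TL-2 and TL-3, and 6968934, 7234598 and 6972333 reads in the autotetraploid trees YY56-1, YY56-2 and YY56-3. Their medians were 7022758 and 6972333 reads. These totals were between 99.2% and 99.3% of the unique gene matches that the paper reports in Table 2. Whole reads were obtained for 22333 of the 22334 genes, as the smallest whole numbers that give the values, so they can be too low by a common factor, and those of a gene found in 1 tree only carry no information on depth. A gene not listed for a tree was taken as 0 RPKM.
Pearson's r of log2(RPKM + 1) across genes was between 0.982 and 0.985 for pairs of diploid trees, between 0.972 and 0.984 for pairs of autotetraploid trees and between 0.947 and 0.960 for a diploid with an autotetraploid tree. Genes are not independent replicates, and these values only describe the libraries. All 6 trees were kept as separate replicates, as the paper describes them.
The criterion of the paper was written out from the definition of NOISeq: the log2 ratio of the group means and their absolute difference were compared with the same quantities in all pairs of trees of one group, and the probability is the share of those pairs with both quantities smaller. A group mean of 0, and a value of 0 in the pairs of trees, was replaced by 0.001 RPKM. Each gene was also tested against the spread between trees with limma on log2(RPKM + 1), for the 16436 genes with at least 1 RPKM in at least 3 of the 6 trees. The log2 changes of limma are on the log2(RPKM + 1) scale, which understates the change of genes with low RPKM. With 3 trees against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.1. The autotetraploid and diploid trees are also named as 2 cultivars, so ploidy and cultivar changed together.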

There were three biological replicates from three separate trees each for diploid and autotetraploid. Each of the reads was mapped to the mulberry genome sequence, which contains 29,338 predicted genes [22]. All of the samples showed similar match results, with ~70% of reads matching the genome sequence and ~64% being unique matches. Additionally, ~62% of reads matched the predicted genes of the genome, with ~58% being unique matches. 

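RPKM values above 0 were found for 20051, 19815 and 19718 genes in TL-1, TL-2 and TL-3, and for 20172, 19964 and 19818 genes in YY56-1, YY56-2 and YY56-3. The means were 19861 ± 171 genes (SD, n = 3) in diploids and 19985 ± 178 genes (SD, n = 3) in autotetraploids. The difference between the means was smaller than the SD of either group. Between trees with the same replicate number, the autotetraploid tree had 121, 149 and 100.0 more genes, a mean of 123 ± 24.6 genes (SD, n = 3 pairs; exact two-sided sign-flip permutation p = 0.25, the smallest that 3 pairs allow). Between 67.2% and 68.8% of the 29338 predicted genes had a value above 0 in each tree. At least 1 RPKM was reached by between 15911 and 16288 genes in the diploid trees and by between 16062 and 16582 genes in the autotetraploid trees, with 294, 72 and 158 more genes in the autotetraploid tree of the same-numbered pairs.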

Approximately 20,000 predicted genes were covered, constituting ~68% of the total predicted genes of the genome (Table 2). The number of detected genes was saturated when the sequencing counts surpassed 5 million (Figure S1), and ~50% of the matched genes had >70% coverage by reads in all of the samples (Figure S2).

**Table 2:** The mapping of the sequencing data to the mulberry genome.

Samples		Total Reads	Total Base Pairs	Genome Mapping		Gene Mapping	
				Total Mapped Reads	Unique Match	Total Mapped Reads	Unique Match
Diploid	TL-1	12,436,222	609,374,878	8,519,806 (68.51%)	7,775,195 (62.52%)	7,641,432 (61.44%)	7,146,324 (57.46%)
	TL-2	11,715,021	574,036,029	8,164,792 (69.70%)	7,453,652 (63.62%)	7,326,122 (62.54%)	6,851,534 (58.49%)
	TL-3	12,017,012	588,833,588	8,381,379 (69.75%)	7,705,777 (64.12%)	7,544,926 (62.79%)	7,072,841 (58.86%)
Autotetraploid	YY56-1	11,838,555	580,089,195	8,340,481 (70.45%)	7,663,626 (64.73%)	7,478,695 (63.17%)	7,024,909 (59.34%)
	YY56-2	12,376,444	606,445,756	8,738,505 (70.61%)	7,965,117 (64.36%)	7,771,610 (62.79%)	7,287,705 (58.88%)
	YY56-3	11,784,921	577,461,129	8,272,019 (70.19%)	7,596,691 (64.46%)	7,468,606 (63.37%)	7,024,748 (59.61%)

### 2.4. Differential Gene Expression between Diploids and Autotetraploids

Among all of the samplings, 21,229 genes were detected. 

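In the RPKM values of the 6 trees, 22334 genes had a value above 0 in at least 1 tree, which is 76.1% of the predicted genes. Of these, 17628 genes were above 0 in all 6 trees and 1186 genes in 1 tree only. When a value above 0 was required in at least 2 trees, 21148 genes remained, and 18109 genes reached at least 1 RPKM in at least 1 tree. The diploid trees together had 21311 genes above 0 and the autotetraploid trees 21459 genes. With each tree left out in turn, between 22078 and 22199 genes were above 0.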

To compare the gene expression differences between diploids and autotetraploids, a reads per kilobase of exon per million reads mapped (RPKM) value for each sample was calculated. We considered genes with ≥2-fold changes in expression (log_2_(RPKM_autotetraploid_/RPKM_diploid_) ≥ 1) and probability ≥ 0.8 to be regulated genes. Based on this criterion, 609 (240 up-regulated and 369 down-regulated) differentially expressed genes were identified between diploids and autotetraploids (Figure 3; Tables S1 and S2). 

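The thresholds of the paper were an absolute log2 ratio of at least 1 and a NOISeq probability of at least 0.8. With 0.001 RPKM for a value of 0, 581 genes met them in the RPKM values, 224 up-regulated and 357 down-regulated in autotetraploids. All 581 genes are among the 609 genes of Tables S1 and S2. With 0.01 RPKM for each tree's value of 0, chosen after seeing the data, 606 genes met them, all of them among the 609. The calls depended most on the stricter probability of 0.9, at which 17 genes were up-regulated and 18 genes were down-regulated. At the same probability with 0.01 RPKM for each tree's value of 0, a setting chosen after seeing the data, 32 and 43 genes were. With each tree left out in turn, between 211 and 283 genes were up-regulated and between 326 and 426 genes were down-regulated. In 525 of the 581 genes, all 3 trees of one group were above all 3 trees of the other, whereas the groups overlapped in 56 genes. Of the 577 regulated genes that were also tested with limma, 482 genes (83.5%) had an adjusted p under 0.05 with Benjamini-Hochberg adjustment. Both methods used the same RPKM values, so this share is no independent support.
In limma on log2(RPKM + 1), the genes with the largest changes among those past the test were 3 that rose and 3 that fell. Morus005045 rose from 0.725 ± 0.0799 RPKM (SD, n = 3) in diploids to 245 ± 28.0 RPKM (SD, n = 3) in autotetraploids, a limma log2 change of 7.15 (standard error 0.13, limma adjusted p = 3.24e-07). The gibberellin receptor gene Morus027556 and Morus015794 followed, with limma log2 changes of 6.01 and 5.86. Morus016201 fell from 1392 ± 194 RPKM (SD, n = 3) to 0.752 ± 0.168 RPKM (SD, n = 3), with a limma log2 change of -9.63 (standard error 0.13, limma adjusted p = 1.04e-07). Morus016200 and Morus024387 had limma log2 changes of -8.31 and -5.82. The order among these genes changed with log2(RPKM + 0.1). The rises were then 9.16 in Morus015794, 8.60 in Morus027556 and 8.21 in Morus005045. The falls were -11.10 in Morus016200, -10.68 in Morus016201 and -9.12 in Morus024387. Morus015794 was at 0 RPKM in every diploid tree and Morus024387 in every autotetraploid tree, so the size of their log2 ratio rests on the value used for 0. For none of these genes was a loss of reads over sequence differences of one cultivar from the reference tested.

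**Figure D1:**
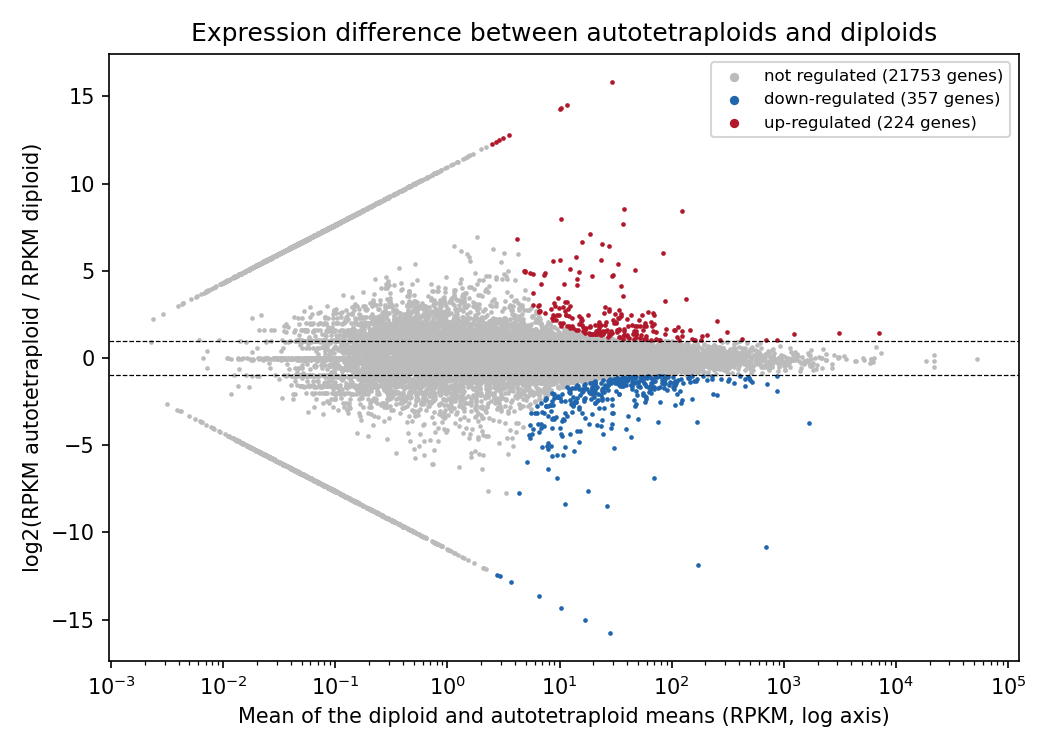
Log2 ratio of the autotetraploid to the diploid mean RPKM (vertical axis) against the mean of the 2 group means in RPKM (horizontal log axis), 1 point per detected gene. The 224 up-regulated genes (red) and 357 down-regulated genes (blue) lie outside the dashed lines at log2 ratios of 1 and -1, and the points on the slanted lines are genes with a mean of 0 in one group, which was replaced by 0.001 RPKM.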

Among all of the expressed genes, only 2.87% of genes were differentially expressed. This indicated that gene expression was not highly altered after polyploidization in mulberry, which corroborates reports in other plant species [16,17].

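The 581 regulated genes were 2.60% of the 22334 detected genes. Tested against the spread between trees, 2769 of the 16436 genes (16.8%) had a limma adjusted p under 0.05 at any fold change with Benjamini-Hochberg adjustment, and 1227 genes (7.47%) also had an absolute limma log2 change of at least 1, with 558 genes higher and 669 genes lower in autotetraploids. The trees carry the same replicate numbers in both groups, so limma was also fitted with the number as a replicate block, with the pairing taken from the labels. With the replicate block, 2149 genes had an adjusted p under 0.05, and 541 genes were higher and 630 genes lower by an absolute log2 change of at least 1. The mean correlation of the deviations from the group means was 0.00103 for trees with the same number and -0.000453 for trees with different numbers. The values for the same number were 0.0151, 0.0517 and -0.0637, and centring on the group means ties the values for the same and for different numbers to each other, so they do not settle whether the trees were paired. The fit that left out one tree and moved the count at any fold change most gave 1411 genes. From the share of regulated genes among all expressed genes, the paper concludes that gene expression was not highly altered after polyploidization in mulberry.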

**Figure 3:**
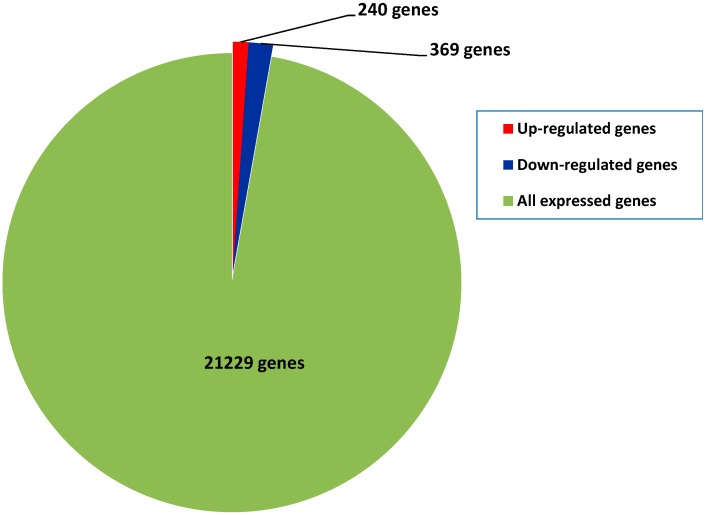
Number of differentially expressed genes identified between autotetraploids and diploids. The genes differentially up- and down-regulated in autotetraploids were determined comparing with corresponding samples of diploids (log_2_(RPKM_autotetraploid_/RPKM_di__ploid_) ≥ 1, and probability ≥ 0.8)

To validate the gene expression data obtained through RNA-Seq, 10 genes were randomly selected from the differentially expressed genes for a quantitative real-time PCR (qPCR) analysis (Figure 4). 

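The 10 genes chosen for qPCR were compared in the RPKM values of the 6 trees, while the qPCR measurements themselves were not analysed here. The paper picked these genes from those it called regulated in the same 6 trees. That they also differ here was therefore likely in advance and is no independent support. In the RPKM values, 7 of the genes were higher and 3 were lower in autotetraploids, and in all 10 genes the 3 trees of one group lay above the 3 trees of the other. All 10 genes had a limma adjusted p under 0.05, at most 0.0120 with Benjamini-Hochberg adjustment, and also did so with the replicate block for paired numbers. With limma-voom on recovered reads, chosen after seeing the data, 9 of them did, and Morus023580 had a limma adjusted p of 0.118. In the fits that each left out one tree, each of the 10 genes had a limma adjusted p under 0.05 wherever it was tested, but Morus007429 fell below the filter on low RPKM and was not tested in the fits without an autotetraploid tree. The largest rise was that of the photosystem I reaction center subunit XI gene Morus007429, from 0.352 ± 0.117 RPKM (SD, n = 3) in diploids to 72.5 ± 25.7 RPKM (SD, n = 3) in autotetraploids. The largest fall was that of the polyphenol oxidase gene Morus012127, from 139 ± 91.5 RPKM (SD, n = 3) to 1.19 ± 0.494 RPKM (SD, n = 3). The monothiol glutaredoxin gene Morus023580 had the largest SD relative to its mean in autotetraploids, with 149, 30.4 and 14.4 RPKM in YY56-1, YY56-2 and YY56-3 against 1.55 ± 0.972 RPKM (SD, n = 3) in diploids.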

The expression patterns of the 10 genes obtained through qPCR were largely consistent with the RNA-Seq data. The qPCR analysis confirmed that the RNA-Seq approach provides reliable differential gene expression data for ploidy analysis in mulberry.

**Figure 4:**
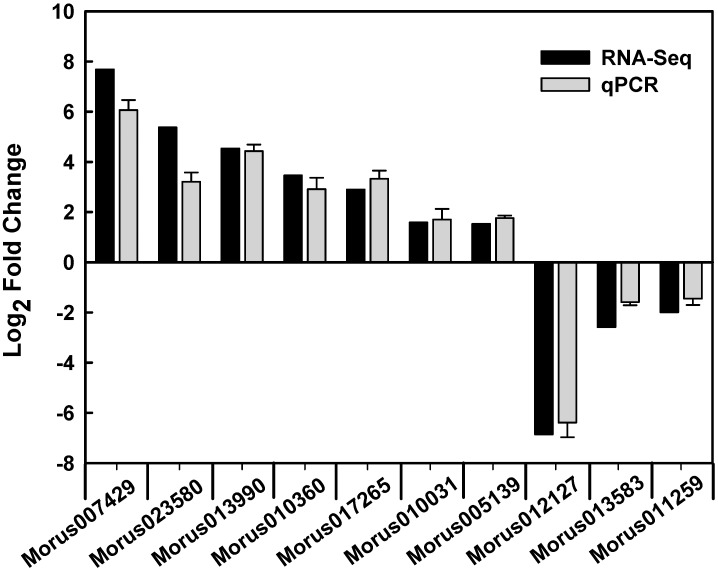
Verification of RNA-Seq results by qPCR.

### 2.5. Functional Classifications of Differentially Expressed Genes

To further analyze the differentially expressed genes, we functionally classified these genes using the public gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. Using the GO database, we characterized 432 differentially expressed genes were grouped into 44 GO terms based on sequence homology, which fell into three main groups—molecular function, biological process, and cellular component (Figure 5). For the biological processes, besides the large categories “cellular process” and “metabolic process”, genes were mostly enriched in “response to stimulus”, “single-organism process”, and “biological regulation”. In addition, the processes “localization”, “developmental process”, “multi-organism process”, and “signaling” differed significantly between autotetraploids and diploids.

**Figure 5:**
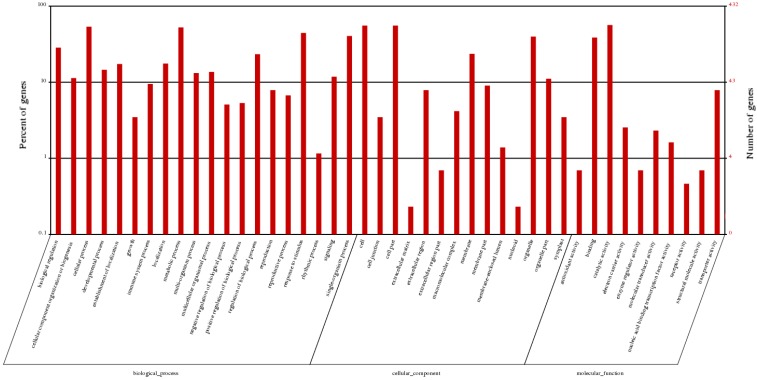
GO classifications of differentially expressed genes.

Using the KEGG database, we annotated 350 differentially expressed genes to 100 KEGG pathways, using a blastx search with an *E*-value threshold of 1.0 × 10^−5^. The top 20 enriched KEGG pathways are shown in Figure 6. Besides the most highly represented group “metabolic pathways”, the “biosynthesis of secondary metabolites”, “plant–pathogen interaction”, and “plant hormone signal transduction” pathways were also highly enriched (Figure 6). Additionally, the pathways “flavone and flavonol biosynthesis”, “limonene and pinene degradation”, and “stilbenoid, diarylheptanoid and gingerol biosynthesis” differed significantly between autotetraploids and diploids.

**Figure 6:**
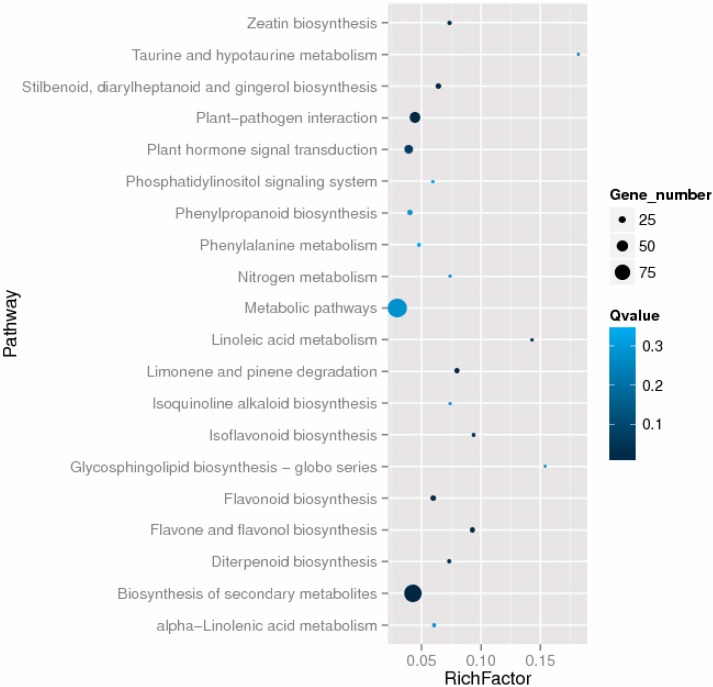
The top 20 enriched KEGG pathways among the differentially expressed genes.

### 2.6. Differentially Expressed Genes Related to Plant Hormones

Plant hormones are a category of important regulatory factors affecting plant growth and development. Among the differentially expressed genes between autotetraploids and diploids, a series of genes involved in the biosynthesis and signal transduction of plant hormones was found. 

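All 30 genes of Table 3 met the criterion of the paper in the RPKM values, 9 up-regulated and 21 down-regulated in autotetraploids, which is 5.16% of the 581 regulated genes. In 28 of the 30 genes, all trees of one group lay above all trees of the other. Tested against the spread between trees with limma and Benjamini-Hochberg adjustment, 25 of the 30 genes had an adjusted p under 0.05 in the direction that Table 3 gives, 6 higher and 19 lower. With the replicate block for paired numbers, 25 genes did. With each tree left out in turn, between 16 and 23 genes did, and the lowest number was reached without the third diploid tree. Between 1 and 3 of the 30 genes fell below the filter on low RPKM and were not tested in these fits, and between 2 and 6 of the 25 genes were tested and did not pass. The 30 genes were listed because they were called regulated in these same trees. Most were therefore likely to pass in advance, and the counts are no independent support.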

Of the 609 regulated genes, 30 (4.9%) genes were associated with plant hormones (Table 3). Among them, six genes were related to cytokinin biosynthesis and signal transduction, including two adenylate isopentenyltransferases (Morus025042 and Morus010031), three two-component response regulator ARRs (Morus001125, Morus023955, and Morus023956), and one cytokinin dehydrogenase (Morus018596). 

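Isopentenyltransferases catalyze a step of cytokinin biosynthesis. The adenylate isopentenyltransferase gene Morus025042 was at 2.85 ± 0.742 RPKM (SD, n = 3) in diploids and 15.0 ± 8.43 RPKM (SD, n = 3) in autotetraploids, with a log2 ratio of 2.39 and 21.4, 18.1 and 5.41 RPKM in the 3 autotetraploid trees. Its limma log2 change was 1.88 (standard error 0.45, limma adjusted p = 0.0295), and in 5 of the 6 fits that each left out one tree the adjusted p was above 0.05. Morus010031 was at 16.1 ± 1.33 RPKM (SD, n = 3) in diploids and 48.5 ± 14.4 RPKM (SD, n = 3) in autotetraploids, with a log2 ratio of 1.59 (limma adjusted p = 0.00347). Both genes were higher in every autotetraploid tree than in any diploid tree. Morus018596 is annotated as a cytokinin dehydrogenase and not as an isopentenyltransferase, so its change is no further sign of cytokinin biosynthesis. It was higher in autotetraploids, with a log2 ratio of 1.31 (limma adjusted p = 0.00195). The RNA of these genes does not give the amount of cytokinin.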

The two adenylate isopentenyltransferase genes—important enzymes catalyzed during cytokinin biosynthesis [23]—were up-regulated in autotetraploids compared with the diploids of mulberry. Meanwhile, the three two-component response regulator ARR genes—which act as negative regulators of cytokinin signal transduction [24]—were down-regulated in the autotetraploids (Table 3).

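The response regulator gene Morus023956 fell from 19.1 ± 1.76 RPKM (SD, n = 3) in diploids to 3.44 ± 0.905 RPKM (SD, n = 3) in autotetraploids, a log2 ratio of -2.47 and a limma log2 change of -2.20 (standard error 0.18, limma adjusted p = 0.000573). Its neighbour in the identifier order, Morus023955, fell from 10.2 ± 3.50 RPKM to 0.476 ± 0.470 RPKM (SD, n = 3 each), with a log2 ratio of -4.42 (limma adjusted p = 0.00141). That ratio rests on 6 reads in the autotetraploid trees together against 125 reads in the diploid trees. Morus001125 changed least, from 46.9 ± 4.92 RPKM to 20.7 ± 6.43 RPKM (SD, n = 3 each), with a log2 ratio of -1.18 (limma adjusted p = 0.0126). It lost significance when the third diploid tree was left out. All 3 genes were lower in every autotetraploid tree than in any diploid tree.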

There were five regulated genes associated with gibberellin (GA) signal transduction, including one GA receptor (Morus027556) and four DELLA proteins (Morus013990, Morus004260, Morus025266, and Morus025269). 

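The GA receptor gene Morus027556 was at 0.612 RPKM in TL-1 and at 0 RPKM in TL-2 and TL-3, against 83.8, 74.6 and 65.7 RPKM in YY56-1, YY56-2 and YY56-3. The values rest on 4 recovered reads in the diploid trees together and 1457 reads in the autotetraploid trees. The log2 ratio of the means was 8.52 with a NOISeq probability of 0.951, and the limma log2 change was 6.01 (standard error 0.22, limma adjusted p = 1.57e-05 with Benjamini-Hochberg adjustment). The diploid mean of 0.204 RPKM in this ratio comes from a single tree, and the difference between the groups was larger than the spread between trees. With 0.01 RPKM for each tree's value of 0, chosen after seeing the values, the log2 ratio was 8.47 and the probability 0.989. Both round to the values of Table 3. A loss of diploid reads over sequence differences of that cultivar from the reference was not tested, and the rise cannot be told apart from it.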

The GA receptor GID1—a hormone-sensitive lipase regulated by GA perception [25]—was up-regulated in autotetraploids compared with in diploids. DELLA proteins are key regulators of GA signaling, acting as negative regulators of GA responses [25]. Among the four regulated DELLA proteins in this study, three were down-regulated in the autotetraploids (Table 3). 

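Of the 4 genes that the paper counts as DELLA proteins, Table 3 annotates only Morus013990 as one, a DELLA protein GAI. The other genes are annotated there as GRAS1 protein or GRAS family transcription factor. Morus013990 rose from 1.17 ± 0.345 RPKM (SD, n = 3) in diploids to 27.2 ± 1.20 RPKM (SD, n = 3) in autotetraploids, a log2 ratio of 4.54 (limma adjusted p = 3.66e-05). The only gene annotated as DELLA protein was thus higher, and no fall was seen in a gene with that annotation. The other genes fell. Morus025269 had a log2 ratio of -2.21 (limma adjusted p = 0.000666) and Morus025266 of -1.05 (limma adjusted p = 0.00265). The fall of Morus004260, with a log2 ratio of -1.41, was not larger than the spread between trees (limma adjusted p = 0.233), as its diploid values were 43.9, 44.6 and 195 RPKM against 35.6 ± 3.62 RPKM (SD, n = 3) in autotetraploids.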

Nine regulated genes were involved in auxin biosynthesis and signal transduction, including auxin-induced protein, auxin-binding protein, auxin-repressed protein, and auxin hydrolase genes. Among the nine regulated genes, three were up-regulated whereas six were down-regulated in autotetraploids compared with diploids (Table 3).

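All 9 auxin-related genes met the criterion of the paper in the RPKM values, 3 up-regulated and 6 down-regulated. None of the 3 up-regulated genes passed limma with Benjamini-Hochberg adjustment. The auxin-induced protein 15A gene Morus016032 was at 27.1, 4.78 and 1.80 RPKM in YY56-1, YY56-2 and YY56-3, and the last value lies within the diploid range (limma adjusted p = 0.222). The auxin-repressed protein gene Morus015082 was at 2158, 737 and 596 RPKM in these trees against 559 ± 56.1 RPKM (SD, n = 3) in diploids (limma adjusted p = 0.241). Morus024575 was higher in every autotetraploid tree, with a limma log2 change of 1.28 (standard error 0.37, limma adjusted p = 0.0522), and it passed with the replicate block for paired numbers (limma adjusted p = 0.00724). The 6 down-regulated genes all had a limma adjusted p under 0.05, but Morus009595, Morus010947 and Morus012237 each had one above 0.05 in 4 of the 6 fits that left out one tree. The largest fall was that of the auxin-binding protein gene Morus009587, from 35.6 ± 10.1 RPKM (SD, n = 3) in diploids to 0.178 ± 0.154 RPKM (SD, n = 3) in autotetraploids, the latter from 2 recovered reads, with a log2 ratio of -7.64 (limma adjusted p = 4.52e-05). Morus009595, with the same annotation, had a log2 ratio of -1.21 (limma adjusted p = 0.0338) and did not pass with the replicate block (limma adjusted p = 0.0688).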

Of the 10 regulated genes related to ethylene biosynthesis and signal transduction, two were 1-aminocyclopropane-1-carboxylate oxidase (ACO) genes (Morus004820 and Morus012808) and eight were ethylene response factor genes. ACOs are important enzymes during ethylene biosynthesis [26]. Several ethylene response factors play crucial roles during ethylene signal transduction [26]. 

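Of the 10 ethylene-related genes, 9 were lower and 1 was higher in autotetraploids, and in each of them all 3 trees of one group lay above the 3 trees of the other. With limma and Benjamini-Hochberg adjustment, 8 of the lower genes and the higher one had an adjusted p under 0.05. The 1-aminocyclopropane-1-carboxylate oxidase genes Morus004820 and Morus012808 fell from 1052 ± 181 RPKM to 372 ± 8.54 RPKM and from 158 ± 4.88 RPKM to 54.7 ± 16.0 RPKM (SD, n = 3 each), with log2 ratios of -1.50 and -1.53 (limma adjusted p = 0.000725 and 0.00369). The ethylene-responsive transcription factor gene Morus024526 had the lowest log2 ratio, -5.08, from 49.1, 8.28 and 8.18 RPKM in the diploid trees to 0.648 ± 0.312 RPKM (SD, n = 3) in autotetraploids (limma adjusted p = 0.0123). With limma-voom on recovered reads, chosen after seeing the data, Morus024526 had a limma adjusted p of 0.0785. It was not tested in the fits without a diploid tree. Morus000238 also varied between diploid trees, with 197, 100.4 and 635 RPKM, against 24.5 ± 5.15 RPKM (SD, n = 3) in autotetraploids (limma adjusted p = 0.0110). Morus024017 (59.0, 40.2 and 177 RPKM), Morus010314 and Morus011587 were likewise highest in TL-3, so 1 tree enlarges several of these falls together. Morus024526, Morus018807 and Morus004820 were highest in TL-1. Without TL-3, Morus000238, Morus024017 and Morus010314 still passed (limma adjusted p = 0.00869, 0.00382 and 0.0247). Morus010314 passed with all trees but not in 4 of the 6 fits that left out one tree. Morus022972 passed with all trees but not without TL-1 or without TL-3 (limma adjusted p = 0.0535 and 0.0544). Morus011587 did not pass the test (log2 ratio -1.35, limma adjusted p = 0.0948). The only gene that rose was Morus010902, with a log2 ratio of 1.74 (limma adjusted p = 0.0148).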

In this study, among the 10 regulated genes related to ethylene, nine genes were down-regulated, whereas only one was up-regulated in autotetraploids compared with diploids (Table 3). These results suggested that plant hormones may play important roles in the phenotypic changes of autotetraploids compared with diploids.

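By hormone, a limma adjusted p under 0.05 was reached by 6 of the 6 cytokinin-related genes, 4 of the 5 GA-related genes, 6 of the 9 auxin-related genes and 9 of the 10 ethylene-related genes, with Benjamini-Hochberg adjustment across all tested genes. The log2 ratios of the 30 genes ranged from -7.64 to 8.52. From the hormone-related genes of Table 3, the paper proposes that plant hormones have a role in the phenotypic changes of autotetraploids.

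**Figure D2:**
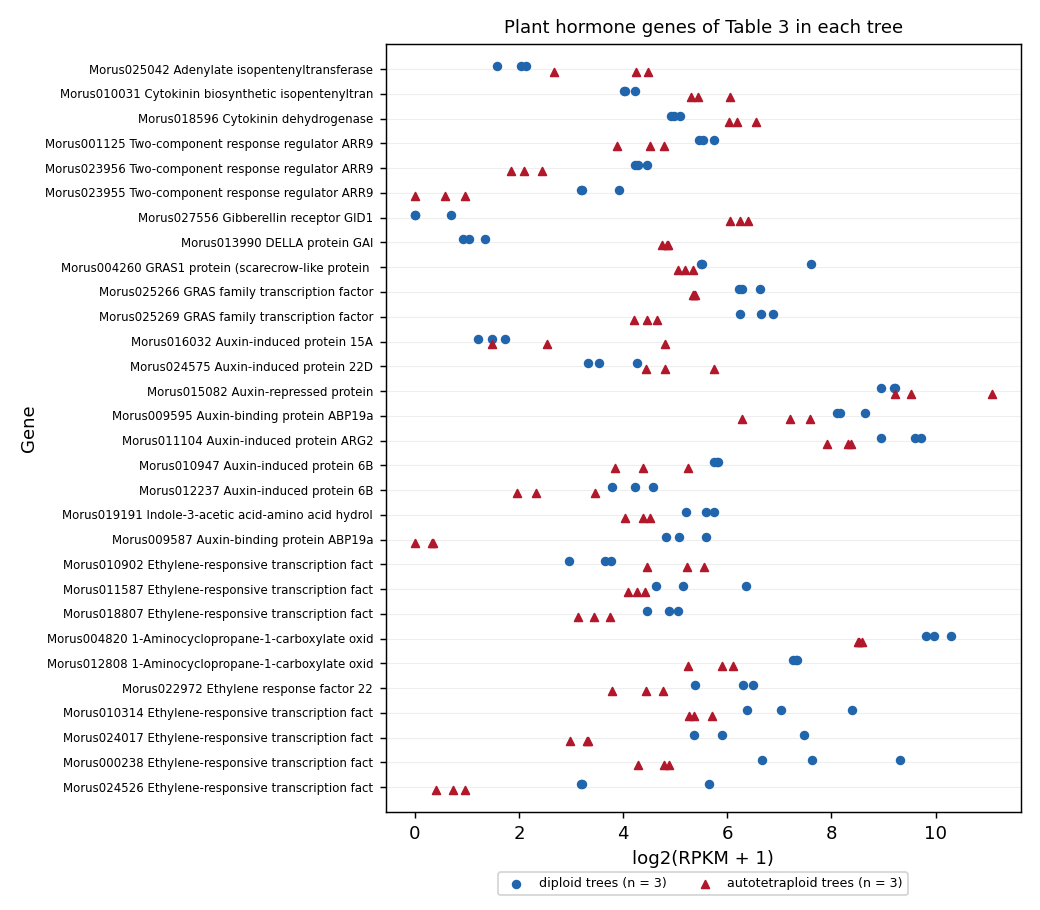
Expression of the 30 plant hormone genes of Table 3 in each tree, as log2(RPKM + 1) (horizontal axis), 1 gene per line, with 3 diploid trees as blue circles and 3 autotetraploid trees as red triangles. In 28 of the 30 genes the circles and triangles do not overlap, and in Morus016032 and Morus015082 they do.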

**Table 3:** Differentially expressed genes involved in the biosynthesis and signal transduction of plant hormones. The fold change of each regulated gene is reported as log_2_, and the cutoff log_2_(RPKM_autotetraploid_/RPKM_diploid_) ≥ 1 and probability ≥ 0.8.

Accession Number	Annotation	log_2_(RPKM_autotetraploid_/RPKM_diploid_)	*p*-Value
**Cytokinin-Related Genes**			
Morus025042	Adenylate isopentenyltransferase	2.39	0.83
Morus010031	Cytokinin biosynthetic isopentenyltransferase	1.59	0.85
Morus018596	Cytokinin dehydrogenase	1.31	0.84
Morus001125	Two-component response regulator ARR9	−1.18	0.81
Morus023956	Two-component response regulator ARR9	−2.47	0.85
Morus023955	Two-component response regulator ARR9	−4.41	0.84
**GA-Related Genes**			
Morus027556	Gibberellin receptor GID1	8.47	0.99
Morus013990	DELLA protein GAI	4.54	0.91
Morus004260	GRAS1 protein (scarecrow-like protein 13)	−1.41	0.85
Morus025266	GRAS family transcription factor	−1.05	0.81
Morus025269	GRAS family transcription factor	−2.21	0.89
**Auxin-Related Genes**			
Morus016032	Auxin-induced protein 15A	2.63	0.81
Morus024575	Auxin-induced protein 22D	1.40	0.82
Morus015082	Auxin-repressed protein	1.06	0.83
Morus009595	Auxin-binding protein ABP19a	−1.21	0.84
Morus011104	Auxin-induced protein ARG2	−1.24	0.85
Morus010947	Auxin-induced protein 6B	−1.22	0.82
Morus012237	Auxin-induced protein 6B	−1.66	0.81
Morus019191	Indole-3-acetic acid-amino acid hydrolase	−1.25	0.82
Morus009587	Auxin-binding protein ABP19a	−7.62	0.97
**Ethylene-Related Genes**			
Morus010902	Ethylene-responsive transcription factor TINY	1.74	0.85
Morus011587	Ethylene-responsive transcription factor 4	−1.35	0.83
Morus018807	Ethylene-responsive transcription factor ERF	−1.44	0.81
Morus004820	1-Aminocyclopropane-1-carboxylate oxidase	−1.50	0.86
Morus012808	1-Aminocyclopropane-1-carboxylate oxidase	−1.53	0.86
Morus022972	Ethylene response factor 22	−1.80	0.87
Morus010314	Ethylene-responsive transcription factor 4	−2.09	0.89
Morus024017	Ethylene-responsive transcription factor 2	−3.47	0.92
Morus000238	Ethylene-responsive transcription factor 6	−3.67	0.93
Morus024526	Ethylene-responsive transcription factor 1B	−5.08	0.91

### 2.7. Differentially Expressed Genes Related to Photosynthesis

Photosynthesis is another important factor affecting plant growth. 

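In the RPKM values, 39 of the 41 genes of Table 4 met the thresholds of the paper when 0.001 RPKM was taken for a value of 0, which is 6.71% of the 581 regulated genes. The other two, Morus008627 and Morus016212, had NOISeq probabilities of 0.7995 and 0.774, below 0.8. With 0.01 RPKM for each tree's value of 0, chosen after seeing the values, Morus016212 had 0.807 and met them, and Morus008627 had 0.7997. The mean was higher in autotetraploids in 15 of the 41 genes and lower in 26 genes. With limma and Benjamini-Hochberg adjustment, 37 of the 41 genes had an adjusted p under 0.05 in the direction that Table 4 gives, 14 higher and 23 lower. The replicate block for paired numbers gave 37 genes as well, and the fits that each left out one tree gave between 32 and 35 genes. In these fits between 2 and 3 of the 41 genes fell below the filter on low RPKM and were not tested. The 41 genes were also listed because they were called regulated in these same trees, so the counts are no independent support.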

Among the regulated genes in the autotetraploids, 41 (6.9%) were involved in photosynthesis (Table 4). 

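Of the 14 chloroplastic genes, 6 were higher and 8 were lower in autotetraploids, and 12 of them had a limma adjusted p under 0.05 with Benjamini-Hochberg adjustment. The phospholipase gene Morus010360 rose from 1.61 ± 0.532 RPKM (SD, n = 3) in diploids to 17.7 ± 3.85 RPKM (SD, n = 3) in autotetraploids, with a log2 ratio of 3.46 (limma adjusted p = 0.000478). The omega-6 fatty acid desaturase gene Morus009908 fell from 121 ± 8.77 RPKM to 43.9 ± 4.48 RPKM (SD, n = 3 each), with a log2 ratio of -1.46 (limma adjusted p = 0.000468). The gene with the highest log2 ratio of the class, Morus016705 (4.27), was at 53.5, 8.90 and 0.486 RPKM in YY56-1, YY56-2 and YY56-3 and overlapped with the diploid trees, so its rise was not larger than the spread between trees (limma adjusted p = 0.226). The allene oxide cyclase gene Morus022974 did not pass the test either (limma adjusted p = 0.154), with 48.3, 147 and 53.2 RPKM in the diploid trees. Morus029233 passed with all trees but not in 3 of the 6 fits that left out one tree.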

There were 14 genes expressed specifically in chloroplasts, including a phospholipase, thylakoid protein, aminotransferase, phosphate translocator, and polyphenol oxidase. 

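Of the 20 genes listed as cytochrome genes, 5 were higher and 15 were lower in autotetraploids, and 18 had a limma adjusted p under 0.05 with Benjamini-Hochberg adjustment. Among them, 16 are annotated as cytochrome P450, of which 3 were higher and 13 were lower. The 3 that rose, Morus021179, Morus021180 and Morus021181, have consecutive identifiers and log2 ratios of 4.78, 5.64 and 4.68, and all were highest in YY56-1. Morus021180, for example, was at 106 RPKM in YY56-1 against 18.0 and 14.6 RPKM in YY56-2 and YY56-3 (limma adjusted p = 0.0103). With limma-voom on recovered reads, chosen after seeing the data, Morus021180 had a limma adjusted p of 0.0974. The largest fall was that of Morus027395, from 15.6 ± 2.81 RPKM (SD, n = 3) in diploids to 0.187 ± 0.0835 RPKM (SD, n = 3) in autotetraploids, with a log2 ratio of -6.38 (limma adjusted p = 7.25e-05). Morus018591 and Morus018592 did not pass the test (limma adjusted p = 0.300 and 0.424). Their diploid means rest on TL-2, where Morus018591 was at 67.5 RPKM against 1.54 and 1.75 RPKM in TL-1 and TL-3, and Morus018592 was at 97.0 RPKM against 2.76 and 1.60 RPKM. Without TL-2 the limma log2 change of Morus018592 was 0.049, so its fall did not remain. Among the genes that passed with all trees, Morus029652 did not pass without TL-1 or without TL-2 (limma adjusted p = 0.0548 and 0.0525). Morus015343 did not pass without TL-1 (limma adjusted p = 0.0523).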

Additionally, there were 20 cytochrome genes, including cytochrome b, cytochrome c, phytochrome interacting factor, and a series of cytochrome p450s. Seven other genes were associated with photosynthesis, including homogentisate phytyltransferase, photosystem I reaction center subunit XI, NADPH, and quinone oxidoreductase. 

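All 7 other genes had a limma adjusted p under 0.05 with Benjamini-Hochberg adjustment, 4 higher and 3 lower in autotetraploids, but that of Morus022319 was above 0.05 in 4 of the 6 fits that left out one tree. The NAD(P)H-quinone oxidoreductase subunit N gene Morus022694 fell from 452 ± 57.3 RPKM (SD, n = 3) in diploids to 179.5 ± 17.6 RPKM (SD, n = 3) in autotetraploids, with a log2 ratio of -1.33 (limma adjusted p = 0.000946). The 6-phosphogluconate dehydrogenase gene Morus009662 rose from 12.1 ± 3.61 RPKM to 51.2 ± 1.01 RPKM (SD, n = 3 each), with a log2 ratio of 2.09 (limma adjusted p = 0.000788).

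**Figure D3:**
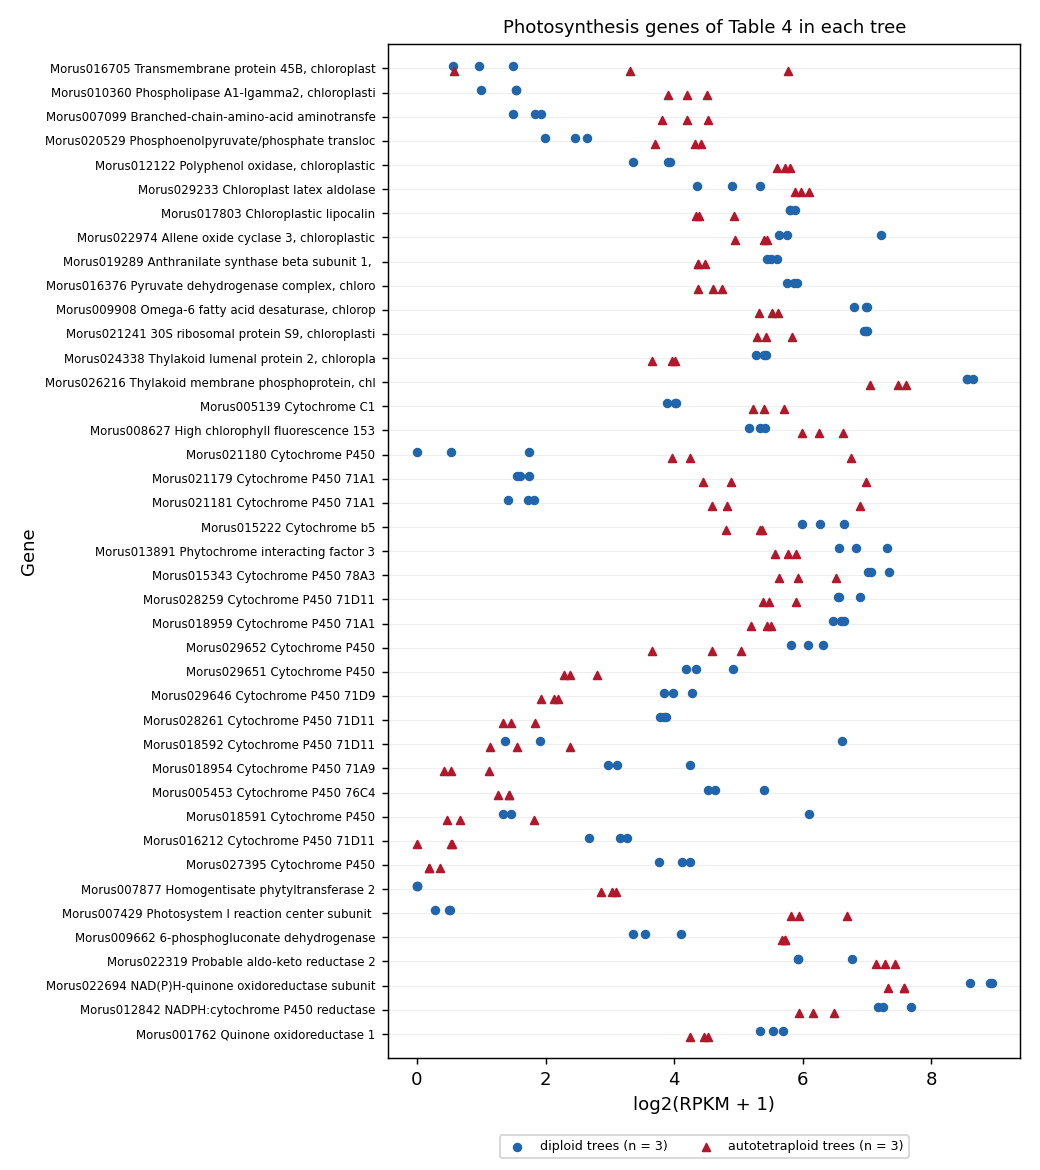
Expression of the 41 photosynthesis genes of Table 4 in each tree, as log2(RPKM + 1) (horizontal axis), 1 gene per line, with 3 diploid trees as blue circles and 3 autotetraploid trees as red triangles. The autotetraploid mean is higher in 15 genes and lower in 26 genes, and the trees of the groups overlap in 3 genes.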

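The photosystem I reaction center subunit XI gene Morus007429 was at 0.418, 0.218 and 0.422 RPKM in TL-1, TL-2 and TL-3 and at 102, 60.2 and 55.2 RPKM in YY56-1, YY56-2 and YY56-3. The recovered reads were 5 in the diploid trees together and 1034 in the autotetraploid trees. The log2 ratio of the means was 7.68 with a NOISeq probability of 0.931, and the limma log2 change was 5.71 (standard error 0.24, limma adjusted p = 2.80e-05 with Benjamini-Hochberg adjustment). With 0.01 RPKM for each tree's value of 0, chosen after seeing the values, the probability was 0.987, which rounds to that of Table 4. Whether diploid reads were lost over sequence differences of that cultivar from the reference was not tested. The rise cannot be told apart from such a loss.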

Among these, the photosystem I reaction center subunit XI gene was up-regulated significantly in autotetraploids, with a log_2_(RPKM_autotetraploid_/RPKM_diploid_) value of 7.68. 

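No read of the homogentisate phytyltransferase gene Morus007877 was found in any diploid tree, whereas it was at 7.21, 7.53 and 6.28 RPKM in YY56-1, YY56-2 and YY56-3, from 139 recovered reads. With the diploid mean of 0 replaced by 0.001 RPKM the log2 ratio was 12.77, with 0.01 RPKM it was 9.45 and with 0.1 RPKM it was 6.13, so the number follows from the value used for 0. On the log2(RPKM + 1) scale the limma log2 change was 3.00 (standard error 0.18, limma adjusted p = 0.000149 with Benjamini-Hochberg adjustment), which is larger than the spread between trees. At this depth the gene was not detectable in diploids, and its absence cannot be told from expression below about 3 reads. Nor can it be told from a loss of reads over sequence differences of the diploid cultivar from the reference, which was not tested.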

Another gene that encodes a homogentisate phytyltransferase—a key enzyme of the biosynthesis of the strong antioxidant tocopherol during photosynthesis [27]—was also up-regulated significantly in autotetraploids, with a log_2_(RPKM_autotetraploid_/RPKM_diploid_) value of 9.45.

**Table 4:** Differentially expressed genes involved in photosynthesis. The fold change of each regulated gene is reported as log_2_, and the cutoff log_2_(RPKM_autotetraploid_/RPKM_diploid_) ≥ 1 and probability ≥ 0.8.

Accession Number	Annotation	log_2_(RPKM_autotetraploid_/RPKM_diploid_)	*p*-Value
**Chloroplastic Genes**			
Morus016705	Transmembrane protein 45B, chloroplastic	4.27	0.89
Morus010360	Phospholipase A1-Igamma2, chloroplastic	3.46	0.86
Morus007099	Branched-chain-amino-acid aminotransferase 2, chloroplastic	2.87	0.85
Morus020529	Phosphoenolpyruvate/phosphate translocator 2, chloroplastic	2.02	0.82
Morus012122	Polyphenol oxidase, chloroplastic	2.03	0.87
Morus029233	Chloroplast latex aldolase	1.09	0.81
Morus017803	Chloroplastic lipocalin	−1.29	0.83
Morus022974	Allene oxide cyclase 3, chloroplastic	−1.14	0.82
Morus019289	Anthranilate synthase beta subunit 1, chloroplastic	−1.14	0.80
Morus016376	Pyruvate dehydrogenase complex, chloroplastic	−1.30	0.83
Morus009908	Omega-6 fatty acid desaturase, chloroplastic	−1.46	0.85
Morus021241	30S ribosomal protein S9, chloroplastic	−1.46	0.85
Morus024338	Thylakoid lumenal protein 2, chloroplastic	−1.55	0.84
Morus026216	Thylakoid membrane phosphoprotein, chloroplast precursor	−1.19	0.84
**Cytochrome Genes**			
Morus005139	Cytochrome C1	1.54	0.84
Morus008627	High chlorophyll fluorescence 153	1.02	0.80
Morus021180	Cytochrome P450	5.63	0.95
Morus021179	Cytochrome P450 71A1	4.78	0.94
Morus021181	Cytochrome P450 71A1	4.68	0.93
Morus015222	Cytochrome b5	−1.15	0.82
Morus013891	Phytochrome interacting factor 3	−1.21	0.83
Morus015343	Cytochrome P450 78A3	−1.08	0.82
Morus028259	Cytochrome P450 71D11	−1.10	0.82
Morus018959	Cytochrome P450 71A1	−1.20	0.83
Morus029652	Cytochrome P450	−1.58	0.85
Morus029651	Cytochrome P450	−2.22	0.85
Morus029646	Cytochrome P450 71D9	−2.25	0.82
Morus028261	Cytochrome P450 71D11	−2.76	0.83
Morus018592	Cytochrome P450 71D11	−3.78	0.90
Morus018954	Cytochrome P450 71A9	−4.05	0.84
Morus005453	Cytochrome P450 76C4	−4.17	0.90
Morus018591	Cytochrome P450	−4.33	0.90
Morus016212	Cytochrome P450 71D11	−4.60	0.81
Morus027395	Cytochrome P450	−6.38	0.93
**Other Genes**			
Morus007877	Homogentisate phytyltransferase 2	9.45	0.86
Morus007429	Photosystem I reaction center subunit XI	7.68	0.99
Morus009662	6-phosphogluconate dehydrogenase	2.09	0.88
Morus022319	Probable aldo-keto reductase 2	1.03	0.81
Morus022694	NAD(P)H-quinone oxidoreductase subunit N	−1.33	0.85
Morus012842	NADPH:cytochrome P450 reductase	−1.19	0.84
Morus001762	Quinone oxidoreductase 1	−1.15	0.81

## 3. Discussion

Polyploidy has played an important role in the evolution of angiosperms and was involved in the speciation of many important crops [28]. Autopolyploidy is usually associated with increased plant, organ, and cell sizes, so polyploids generated through plant breeding have been used as tools to increase crop yields [29,30,31]. By targeting relevant genes through transcriptomic techniques, the genetic basis of autopolyploidism has been investigated [19,20]. RNA-Seq is a newly developed high-throughput sequencing technology that provides a powerful and cost-efficient research platform for transcriptional profile analyses [32]. In this study, the transcriptomes of autopolyploid and diploid mulberry were investigated using Illumina RNA-Seq technology with mulberry genome sequences as the reference [22]. We obtained 609 transcripts that are differentially expressed between autopolyploids and diploids, accounting for ~2.87% of the total genome sequences.

Transcriptomic analyses have been performed in the generated autopolyploids of several plants, including Arabidopsis, potato, rice, Chinese woad, Rangpur lime (*Citrus limonia* Osbeck), birch, and *Paulownia* [8,16,17,18,33]. The percentage of differentially expressed genes in generated autopolyploids varies from 1.08% in Rangpur lime [33] to 12.6% in birch [8]. In herbaceous plants, leaflet and root tip tissues of potato has ~10% differentially expressed genes among different ploidies, whereas seedlings of Arabidopsis and pollen of rice have 1.63% and 2.59% between autotetraploid and diploid, respectively [16,17,19]. Compared to the other woody plants studied, mature leaves of mulberry had a higher percentage (2.87%) of differentially expressed genes than the 1.08% in mature leaves of Rangpur lime, but much lower than the 12.6% in shoot tips of birch or the 9.49% in young leaves from *Paulownia* [8,20,33]. Different tissues source for RNA profiling maybe another reason for transcriptome divergence. The percentages of differentially expressed genes between autopolyploids and diploids show species-specific and tissue-specific features.

Among the genes demonstrating expression changes between autopolyploids and diploids, plant hormone-related genes are an important category [8,16]. Ethylene- and auxin-related processes are controlled by highly regulated genes in autopolyploid Arabidopsis seedlings [16], and the biosynthesis and signal transduction of the auxin and ethylene pathways are altered after genome duplication in birch [8]. In Rangpur lime, GA- and auxin-related GO categories are over-expressed in autotetraploid plants [33]. In this study, among the 609 regulated genes in the autotetraploids, 30 (4.9%) genes were associated with plant hormones (Table 3). Cytokinin, GAs, and auxin—all of which are plant hormones that promote plant development and growth [34]—were significantly affected in autotetraploid mulberry compared with in diploid mulberry (Table 3).

There were six regulated genes related to cytokinin biosynthesis and signal transduction, and five regulated genes associated with GA signal transduction in the autotetraploids (Table 3). Among them, two adenylate isopentenyltransferase genes—important enzymes catalyzed [23] during cytokinin biosynthesis—were up-regulated, whereas three two-component response regulator ARR genes—which are negative regulators of cytokinin signal transduction [24]—were down-regulated in autotetraploid mulberry (Table 3). In the GA signal transduction pathway, a GA receptor, the GID1 gene, was up-regulated, whereas three genes encoding negative regulators of DELLA proteins [25] were down-regulated in the autotetraploids (Table 3). Levels of ethylene—a plant hormone suppressing development and growth [34]—were significantly altered in autotetraploid mulberry (Table 3). Of the 10 regulated genes related to ethylene, most of them were down-regulated in the autotetraploids (Table 3). In summary, plant hormones—especially cytokinin, gibberellin, and ethylene—may play important roles in the phenotypic changes of autotetraploids.

The rate of photosynthesis and chloroplast numbers both increase in association with ploidy increases [11,35,36]. In addition, photosynthesis-related genes are up-regulated in polyploidy plants [18,37]. In Arabidopsis, photosynthesis- and chlorophyll-related GO categories are enriched in autotetraploids compared with diploids [16]. In the present work, a series of differentially expressed genes that are involved in photosynthesis—including genes specifically expressed in chloroplasts, cytochrome genes, and photosystem-related genes—were up-regulated in autotetraploid mulberry (Table 4). Several important genes were substantially up-regulated in autotetraploids, such as the photosystem I reaction center subunit XI gene and the homogentisate phytyltransferase gene (Table 4). RNA for Illumina sequencing in this study were from mature leaves, the main tissues for photosynthesis, which may be another reason for so many different expressed genes related to photosynthesis. In brief, photosynthesis may be an important factor affecting phenotypic changes in autotetraploid plants.

The mechanism of polyploidization regulating larger organs has been studied for several years. Previous studies have reported that polyploidization increased the cell size, chloroplast number and photosynthesis per cell [10,11]. In this study, we investigated the leaf cross-section of diploid and autotetraploid mulberry. We seemed to observe the cell size increased in autotetraploid compared with diploid but the cell number did not reveal an apparent difference (Figure 2). On the transcriptome level, we found that gene expression of two important hormones, cytokinin and GAs—promoting plant growth and affecting cell size [34]—were positively regulated in autotetraploid mulberry (Table 3). Moreover, a series of photosynthesis related genes, including several chloroplast specifically expressed genes, were up-regulated in autotetraploid mulberry (Table 4). It could be speculated further that mulberry autotetraploid could increase level of cytokinin and GAs, which thereby increased the cell size and photosynthesis, ultimately resulted in larger organs. Further research on the mechanism of larger organs regulated by polyploidization is needed.

## 4. Experimental Section

### 4.1. Plant Materials

Seeds of diploid mulberry (*M. atropurpurea*) were soaked in 0.1% colchicine for 48 h in the dark to induce autotetraploidy, and seeds soaked in distilled water under the same conditions acted as controls. The seeds were sown in a greenhouse after colchicine treatment, and 247 novel saplings and 39 control diploid saplings were transplanted into plastic pots in a greenhouse.

### 4.2. Ploidy Measurement

The DNA content of the leaves of two-month old seedlings was evaluated by flow cytometry using the methods of Galbraith *et al.* [38] with some modifications. Three biological replicates performed of each sample. Briefly, ~0.5–1 cm^2^ young intact leaves were chopped in 1 mL of ice-cold extraction buffer (50 mM MgCl_2_, 50 mM citric acid, 5 mM HEPES, 0.1% Triton X-100, and 1% PVP-40) using a new razor blade. The crude suspension was filtered through a 42-μm nylon filter to remove cell debris and then added to a propidium iodide staining solution to a final concentration of 50 μg/mL. After 1 h of incubation at room temperature, the fluorescence intensity was measured using a FACSAriaII (BD Biosciences, San Jose, CA, USA) flow cytometer with excited blue light at 488 nm and 5 × 10^8^ J/s. The percentages of the cells that showed varied DNA contents were determined using BDFACSDiva software, and the DNA content of diploid leaves in the control group were measured in parallel.

Mitotic chromosomes were counted in young leaf bud of two-month old seedlings. Three biological replicates performed of each sample. Buds were collected and treated with a fixative buffer (concentrated hydrochloric acid/45% acetic acid/ethanol at 2:1:1 (*v*/*v*/*v*)) for 5 min. After flushing with water two or three times and immersing in water for 10 min, leaf buds were placed onto microscope slides and stained with one drop of carbolfuchsin and one drop of 45% acetic acid. Then, leaf buds were mashed with tweezers, the cytoplasmic residue was cleared, and the remains covered with glass. The chromosomes were visualized under a microscope (AxioScope A1, Carl Zeiss MicroImaging, Göttingen, Germany) using 1000× magnification. Approximately 10 metaphase cells were assessed for each leaf bud.

### 4.3. Phenotype Measurement

A series trees of autotetraploid (YY56) and diploid (TL) were adjacent planted in a plantation with the same parcel and climate condition. Ten adult stage (three-year old) mulberry trees of each cultivar were used in phenotype measurement. Leaf cross-sections were evaluated using scanning electron microscopy. An area ~1 cm^2^ from the center of mature leaves was fixed for 24 h in 2.5% glutaraldehyde fixation solution containing 2.5% glutaraldehyde and 0.1 M phosphate-buffered saline (PBS, pH 7.4) and dehydrated using a graded series of alcohol-isoamyl acetate concentrations, each for 15 min. The samples were dried using a critical point dryer (HCP-2, Hitachi, Tokyo, Japan), mounted on scanning electron microscopy stubs, sputter-coated with gold using an ion coater (Eiko IB-5, Hitachi), and observed under a scanning electron microscope (Philips XL30, Philips Electron Optics, FEI UK Ltd., Cambridge, UK). At least five leaf samples from each individual tree were viewed and measured at 20 kV using 2000× magnification. Leaf areas were measured from at least 10 healthy and fully expanded leaves collected at random from each tree. Height and breast-height diameters were measured from ten trees. The lengths, weights and diameters of the fruits were measured using a Vernier caliper, and the fruit maturation period were measured from end of the flowering to black fruit stage. At least 10 healthy fruits were selected at random from each tree and measured. SIGMASTAT from SPSS [39] was used to analyze the morphological data. Student’s *t* test were used to detect differences between autotetraploid and diploid at the usual probability level *p* = 0.05.

### 4.4. RNA Extraction, Illumina Sequencing, and Data Processing

For Illumina sequencing, three biological replicates from six independent adult stage trees of autotetraploid and diploid were used. Total RNA from each sample was extracted using the RNAiso Plus reagent (Takara BIO Inc., Otsu, Japan) and further purified using RNeasy Plant Mini kit reagents (Qiagen, Valencia, CA, USA). RNA quality was verified using a 2100 Bioanalyzer RNA Nanochip (Agilent, Santa Clara, CA, USA). All samples had an RNA integrity value of >7.5. RNA was then quantified using a NanoDrop ND-1000 Spectrophotometer (Nano-Drop, Wilmington, DE, USA). Total RNA (10 μg) was prepared for the cDNA library for each pool.

Illumina sequencing was performed at the Beijing Genomics Institute, Shenzhen, China using the HiSeq 2000 platform (Illumina, San Diego, CA, USA). First, poly-T oligo-attached magnetic beads (Illumina) were used to isolate poly(A) mRNA from total RNA. The purified mRNA was then fragmented into 200- to 700-nt pieces. The first strand of cDNA was synthesized using random hexamer primers, followed by synthesis of the second strand using SuperScript Double-Stranded cDNA Synthesis kit reagents (Invitrogen, Camarillo, CA, USA). The synthesized cDNA was subjected to end repair and phosphorylation using T4 DNA and Klenow DNA polymerases and T4 polynucleotide kinase, respectively. The repaired cDNA fragments were 3ʹ-adenylated using the Exo-Klenow fragment, and the Illumina paired-end adapters were ligated to the ends of these 3ʹ-adenylated cDNA fragments. To select templates for downstream enrichment, the products of the ligation reaction were purified by electrophoresis in a Tris-acetate-EDTA (2% *w*/*v*) agarose gel. cDNA fragments (200 ± 25 bp) were excised from the gel. Fifteen rounds of PCR were performed to enrich the purified cDNA templates using PCR primers PE 1.0 and PE 2.0 (Illumina) with Phusion DNA polymerase. Finally, after validation on an Agilent Technologies 2100 Bioanalyzer using Agilent DNA 1000 Chip kit reagents, the cDNA library was constructed by 50-bp, single-end RNA sequencing (RNA-Seq) in a PE flow cell using the Illumina Genome Analyzer HiSeq 2000.

Sequencing quality was evaluated and the data were summarized using the Illumina/Solexa pipeline software. Library saturation was also analyzed. For the raw data, adaptor sequences were eliminated, and distinct clean reads were identified. Subsequently, clean reads and distinct clean reads were classified based on their copy numbers within the library, and the percentages of total clean and distinct reads were calculated. The raw data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database [40] under submission number GSE70428.

### 4.5. Annotation and Analysis of Sequence Data

For annotation, all sequences were mapped to the mulberry genome [22]. The expression levels of each gene were estimated using the frequency of clean reads and then normalized to RPKM [41]. Differential expression genes analysis was used the NOIseq metheod [42]. Fold changes were assessed using the log_2_ ratio after expression abundances were normalized to RPKM. Differential expression genes were cutoff log_2_(RPKM_autotetraploid_/RPKM_diploid_) ≥ 1 and probability ≥ 0.8. Sequences were characterized using the GO database (http://www.geneontology.org/) [43]. Pathway assignments were determined with the KEGG pathway database [44] using the blastx algorithm with an *E*-value threshold of 1.0 × 10^−5^. The differential gene expression analysis data have been submitted to the GEO database under submission number GSE70428.

### 4.6. qPCR and Statistical Analysis

Mature leaves of adult stage mulberry trees were used in qPCR. Primers were designed using Primer 5.0 software [45]. Mulberry *MaACT3* (GenBank accession number: HQ163775) gene was used as the reference gene. Expression levels for all of the candidate genes were computed based on the stable expression level of the reference gene. qPCR was performed in 96-well plates on a Roche LightCycler 480 system using SYBR-GREEN1 fluorescent reagents (Takara, Otsu, Shiga, Japan). Reactions were each carried out in 20 μL containing 0.4 μM (final concentration) of each primer (Table S3). The qPCR thermal profile consisted of 95 °C for 30 s, followed by 40 cycles of 95 °C for 10 s, 58 °C for 10 s, and 72 °C for 10 s. Dissociation curves were obtained from a thermal melting profile generated under a final PCR cycle of 95 °C for 5 s followed by a constant increase in temperature from 65 to 97 °C. Threshold values were empirically determined based on the observed linear amplification phase of all of the primer sets. Sample cycle threshold (*C*_t_) values were standardized for each template based on the reference gene control primer reaction, and the 2^−^^ΔΔ*C*t^ method was used to analyze relative changes in gene expression. Three biological replicates were used to ensure statistical credibility. SIGMASTAT from SPSS was used to analyze the qPCR data. Student’s *t* tests were used to detect differences between autotetraploid and diploid at the usual probability level *p* = 0.05.

## 5. Conclusions

In this study, phenotypic and transcriptomic changes between autotetraploid and diploid mulberry plants were compared. Larger plants and organs were observed in the autotetraploids. Only a few changes in gene transcriptional levels, including genes associated with plant hormones and photosynthesis, occurred in the autotetraploids. Further molecular mechanism-based studies of genome duplication events are still needed.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/16/09/22938/s1.

# Supplementary material for: Phenotypic and Transcriptomic Analyses of Autotetraploid and Diploid Mulberry (Morus alba L.)
**Source:** Int J Mol Sci. 2015 Sep 22;16(9):22938–56. doi: 10.3390/ijms160922938
**Supplement:** Supplementary file 1

# Supplementary Information

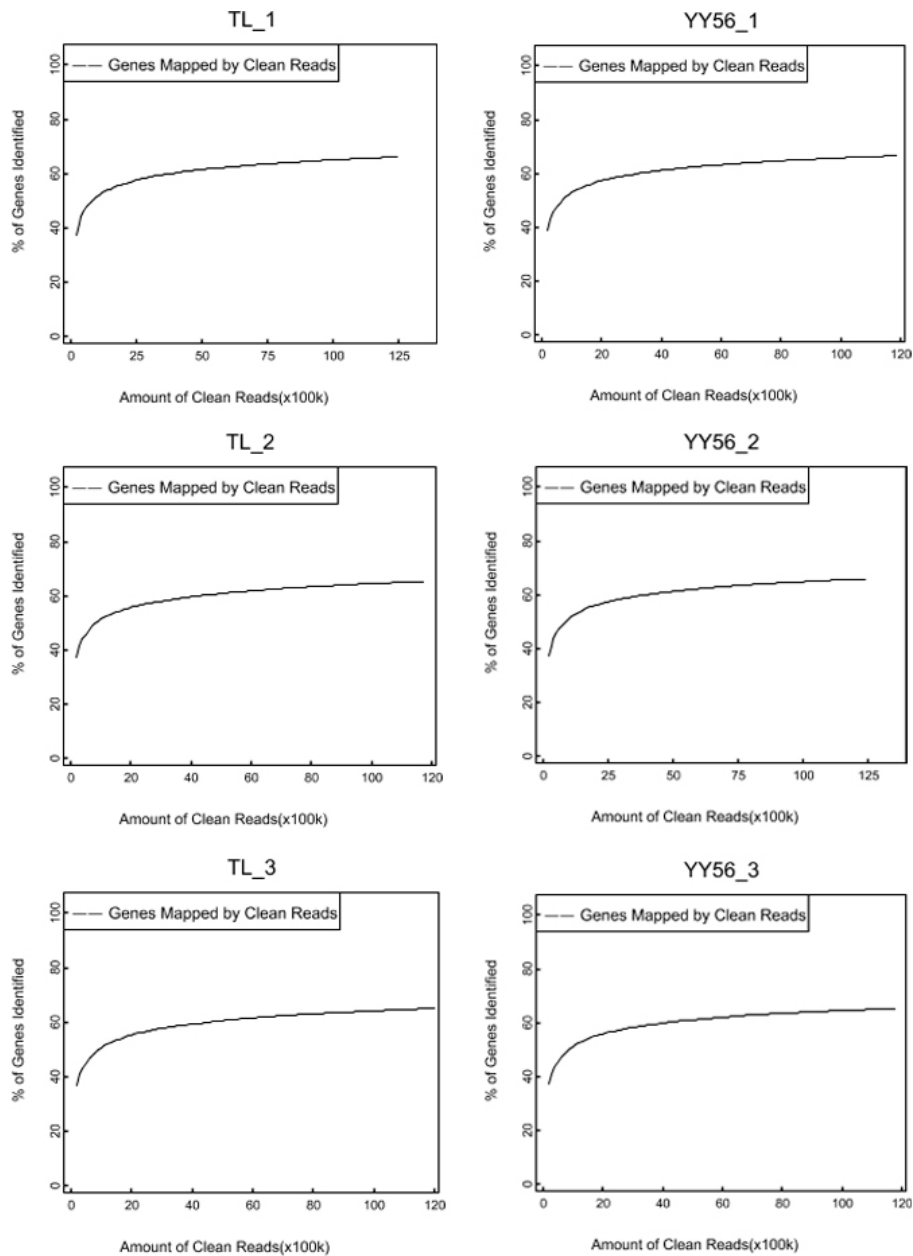

**Figure S1.** Sequencing saturation for all of the diploid (TL-1, -2, and -3) and autotetraploid (YY56-1, -2, and -3) samples. Each graph shows the genes mapped by clean reads.

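A saturation curve counts how many genes have at least 1 read when only part of the reads of a library are used, so a curve that flattens means that more reads add few genes. The recovered totals behind the RPKM values were between 6802935 and 7234598 reads per tree, and the trees ended at between 19718 and 20172 genes with a value above 0. Of the 22334 genes above 0 in any of the 6 trees, 1186 genes were above 0 in a single tree.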

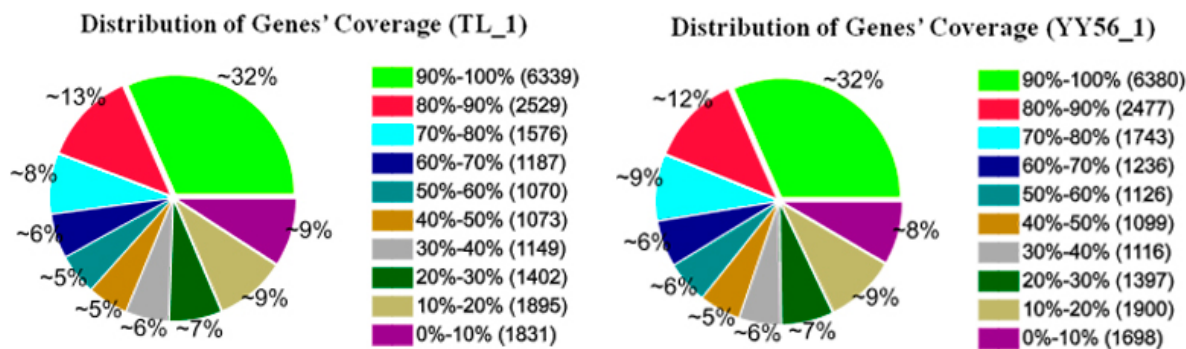

**Figure S2.** *Cont.*

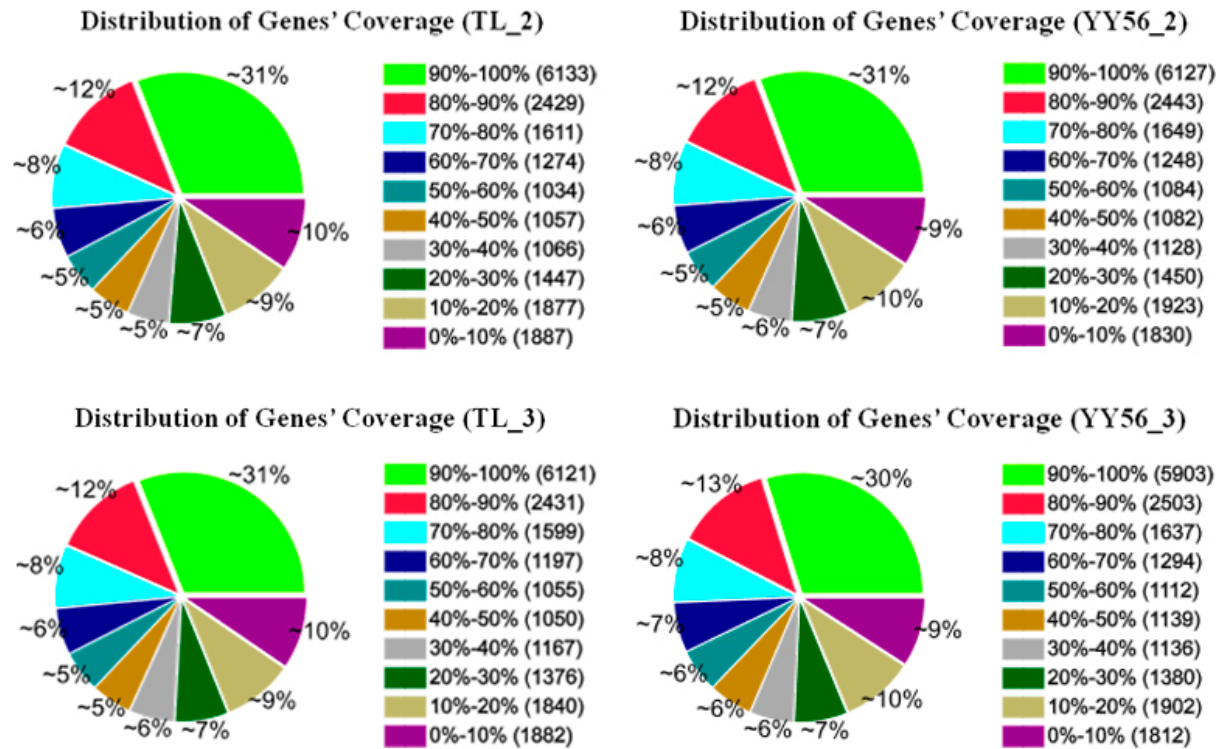

**Figure S2.** Distribution of gene coverage for the clean reads from all of the diploid (TL-1, -2, and -3) and autotetraploid (YY56-1, -2, and -3) samples.

**Table S3.** Primers used for qPCR.

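The table lists the forward and reverse primers with which each of the 10 genes was amplified in the qPCR analysis. The methods of the paper state that expression was computed relative to the mulberry gene MaACT3, which the table does not list. By the RPKM values of the 6 trees, 7 of these genes were higher and 3 were lower in autotetraploids.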

| Gene ID     | Gene Annotation                               | Primer Sequence (5'–3')                                        |
|-------------|-----------------------------------------------|----------------------------------------------------------------|
| Morus007429 | Photosystem I reaction center subunit XI      | F: CAATCAACGGCGATCCCTTC<br>R: CCTGAGGAGTGGGCTGACTGC            |
| Morus023580 | Monothiol glutaredoxin                        | F: GGCGGTGTTTATAGGCGGCGA<br>R: TCAAACCCATAAAGCTCCAGCG          |
| Morus013990 | DELLA protein GAI                             | F: TTCCATACGGAAAGTTTGCTCACT<br>R: CAGTAGCCTCGATCATCTGAGACC     |
| Morus010360 | Phospholipase A1                              | F: AATGAGGCGTTTAGGAAGAGGGTA<br>R: GTAACGAACTTATGAGGGGCAAGCA    |
| Morus017265 | Chalcone isomerase                            | F: TTAGAGGTGGAGACACAGTGGTTTC<br>R: GACACGGCTTCATCCTTCAAGTACA   |
| Morus010031 | Cytokinin biosynthetic isopentenyltransferase | F: GGAAAGACAAGGTGGTTTTTCGTGAT<br>R: ATTTTGTCTCGGAATTGATGATCTCG |
| Morus005139 | Cytochrome C1                                 | F: ATTCGTAGAGGTCACCAGGTCTACC<br>R: CTTTGTCTCTTCTTCAGCGTAAGCA   |
| Morus012127 | Polyphenol oxidase                            | F: CCTACCAACTGTTGCCCACTAATA<br>R: CAATGTACGCCTCGTCAACTGTATG    |
| Morus013583 | Calcium-binding protein                       | F: TGAAGATGGGAGGATGAGAAGAGAA<br>R: TCTCGTCAAACAGCGATGAAAGC     |
| Morus011259 | WRKY transcription factor                     | F: GTTCCCAATCATGGACTAAAATCAC<br>R: TGCGGGTGCATCTAAAGTAAGCC     |

How the deposited data were processed for this re-analysis (not part of the article)

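Gene expression was measured by RNA-Seq in the leaves of 3 diploid and 3 autotetraploid mulberry trees. The authors mapped the 50-bp reads to the mulberry genome and its predicted genes and normalized the reads of each gene to RPKM, and these deposited RPKM values, one list per tree, are the only measured values used here, beside the read totals of Table 2 and the tables of regulated genes that the paper gives. The paper names NOISeq for the comparison of the groups, and its text does not name the aligner. A gene not listed for a tree was taken as 0 RPKM. Samples were mapped to diploid (TL) or autotetraploid (YY56) by the labels and Table 2.

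The RPKM values are multiples of what a single read is worth for a gene. The read total of each tree was found as the whole number that makes low values whole reads, and the smallest gene length that gives whole reads in all trees was then taken, which gave whole reads for 22333 of the 22334 genes (99.996%). The totals were between 6802935 and 7234598 reads. The recovered reads sum to between 98.4% and 98.6% of these totals and are lower bounds. They were used for the depth behind single genes and for one added fit. The smallest amount that the depth can show was taken as 3 reads, and it covers counting error only.

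The NOISeq criterion was written out in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. M is the log2 ratio of the autotetraploid to the diploid mean RPKM and D is the absolute difference of the means, with a group mean of 0, and a tree's value of 0 within the pairs, replaced by 0.001 RPKM. The probability is the share of all within-group pairs of trees, over genes detected in any tree, with both quantities smaller. Genes were called regulated at an absolute M of at least 1 and a probability of at least 0.8. The second test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(RPKM + 1), for the 16436 genes with at least 1 RPKM in at least 3 trees, with Benjamini-Hochberg adjustment, an adjusted p of 0.05 and an absolute log2 change of 1. Every p printed for a gene is an adjusted p from limma. No replicate block was used in this test, since the paper does not pair the trees, and the fit with the block is given beside it. Figures were drawn with matplotlib 3.10.9.

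Both procedures were tested on simulated data, with reads drawn around the real means and 200 genes changed by a factor of 4. The changed genes were drawn from genes with a mean of at least 5 RPKM. The spread between trees was the same for every gene, and no tree deviated from the others. limma called 100% of the changed genes and 14 of the unchanged genes. The NOISeq criterion called 69.5% of them and 1 of the unchanged genes. Among the 45 changed genes with a diploid mean of at least 50 RPKM, a group looked at after the first share had been seen, it called 100%. The counting of the probability gave the same result as direct counting.

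The genes named were those that the paper names in its text, Tables 3 and 4 and Table S3, and the 3 largest rises and 3 largest falls in limma among genes with an adjusted p under 0.05 and groups that do not overlap. The alternatives were other values for 0, filters, probabilities, pseudocounts, quantile normalization, noise from one group, limma without the trend, the replicate block and each tree left out in turn. After the values had been seen, 3 alternatives were added: 0.01 RPKM for each tree's value of 0, the same with a probability of at least 0.9, and limma-voom on the recovered reads. Count models on deposited read counts were not run, since RPKM values were analysed. The qPCR, flow cytometry and phenotype measurements and the GO and KEGG classes were not analysed here.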

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

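The test of low RPKM and the splits for the regulated genes in each direction were set before the results they measure were seen, and the test of depth and all other splits were chosen only after the result was seen. Past the limma thresholds (adjusted p under 0.05 and an absolute log2 change of at least 1) were 724 genes outside the genes that the paper lists in Tables S1 and S2, 373 of them higher in autotetraploids. They are genes the paper does not discuss.

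A technical explanation lies in the criterion, which asks for an absolute difference in RPKM larger than that between most pairs of trees. The 724 genes had a median RPKM of 3.89, against 25.4 for the genes past the limma thresholds that are in those tables. They are among the 748 genes past the limma thresholds that did not meet the criterion here. These had a median RPKM of 3.97, against 27.8 for the genes past both. In both comparisons the criterion itself split the genes, and at a given fold change the difference in RPKM is smaller at low RPKM. Lower medians were therefore set in advance and do not test the explanation. In the simulated data the criterion called 69.5% of the changed genes and limma called 100%. Among the 45 changed genes with a diploid mean of at least 50 RPKM, looked at after the first share had been seen, the criterion called 100%. The changed genes were drawn from genes with a mean of at least 5 RPKM, which is above the median of the 724 genes. All simulated genes had the same spread between trees. The simulation therefore does not show how either method treats genes as low as most of the 724. A difference in depth between the groups was tested as well, and the mean read totals of the groups differed by 1.24%, under the 5% set for the test. Ploidy is the biological explanation that the design gives, but the groups are also named as 2 cultivars, and the criterion may explain why these genes are missing from the tables, not why they changed. Whether ploidy or cultivar changed them cannot be told from these trees.

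Of the 4 splits of the 6 trees that part all 3 same-numbered pairs, 1 gave as many genes as the real one, the real one itself, for the regulated genes in each direction, the limma genes in each direction, the genes at any fold change and the hormone, photosynthesis and qPCR genes past the test. The other 6 of the 10 splits keep a same-numbered pair together. A design with so few splits cannot give a share under 0.05, so chance is not excluded by this count. Over the 9 other splits, limma gave 0 genes at an adjusted p under 0.05, with between 222 and 573 genes at an unadjusted p under 0.05 against 5251 genes in the real split, and the criterion of the paper gave at most 43 genes in one direction. The other splits mix the groups and so place the difference between them in the spread within each group, which lowers their counts in advance, and they are no baseline for the real split.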

How the results depend on the processing

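The settings and alternatives were chosen before the data were examined, apart from 0.01 RPKM for each tree's value of 0, alone or with a probability of at least 0.9, and limma-voom on recovered reads, which were chosen after seeing the data. Counts are called unchanged here when they stayed within 1.5 times the count reported. Of the 119 counts under an alternative, 104 were unchanged in this sense and 15 moved.

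The number of up-regulated genes rose from 224 to 347 with 0.1 RPKM for a mean of 0 and to 355 when genes with at least 1 RPKM in at least 3 trees were used, and with a probability of at least 0.9 it fell to 17, with 18 down-regulated genes in place of 357. Down-regulated genes rose to 484 with 0.1 RPKM for a mean of 0 and to 503 with the filter, within 1.5 times the count reported. The probability of at least 0.9 together with 0.01 RPKM for each tree's value of 0, also chosen after seeing the data, gave 32 and 43 genes. The cause was not tested. With each tree left out in turn, between 211 and 283 genes were up-regulated and between 326 and 426 genes were down-regulated. With 0.01 RPKM for each tree's value of 0, 606 genes were called, 368 of them down-regulated.

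In limma, the replicate block for paired numbers gave 541 genes higher and 630 genes lower in place of 558 and 669, and 2149 genes at any fold change in place of 2769. The block gave 25 hormone genes, 37 photosynthesis genes and 10 qPCR genes past the test, the same numbers as without it. Among the hormone genes, Morus024575 passed in place of Morus009595. limma-voom on recovered reads gave 614 genes higher, 739 genes lower and 2725 genes at any fold change, with 23 hormone genes, 36 photosynthesis genes and 9 qPCR genes past the test. The fits that each left out one tree gave between 372 and 503 genes higher, between 442 and 652 genes lower, between 1411 and 2084 genes at any fold change, between 16 and 23 hormone genes, between 32 and 35 photosynthesis genes and 9 or 10 qPCR genes past the test. In these fits between 1 and 3 hormone genes, 2 or 3 photosynthesis genes and at most 1 qPCR gene fell below the filter on low RPKM and gave no value. Of the genes past the test with all trees, between 2 and 6 hormone genes, between 1 and 3 photosynthesis genes and 0 qPCR genes were tested and no longer passed.

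Detected genes stayed between 18109 and 22199 under all alternatives, against 22334. Genes found in one group only were above 0 in every tree of that group and at 0 in every tree of the other. With a mean of at least 1 RPKM in the group that had them there were 97. The number was 274 with a mean of at least 0.1 RPKM and 15 with a mean of at least 5 RPKM, and between 113 and 132 with each tree left out. The cause was not tested, and the depth limits this result, since the smallest amount that it can show was taken as 3 reads.

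Between 5 and 9 of the 81 named genes gave no value in a fit with one tree left out. Among the 930 values of single named genes under an alternative, 882 kept their direction and their side of the limma threshold, 41 lost significance, 6 gained it and 1 changed direction: without the second diploid tree, the log2 change of Morus018592 was 0.049 in place of -1.61, and across the 6 fits that each left out one tree it was between -2.57 and 0.049. Its diploid values were 97.0 RPKM in TL-2 against 2.76 and 1.60 RPKM in TL-1 and TL-3. limma-voom left 4 named genes with an adjusted p above 0.05 that had been below it, Morus025042, Morus024526, Morus021180 and Morus023580. edgeR and DESeq2 were listed for the case of deposited read counts and were not run.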

Differences from the paper's values

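For the homogentisate phytyltransferase gene Morus007877, the log2 ratio was 12.77, against the paper's 9.45. Of the alternatives set before the data were examined, 0.01 RPKM for a mean of 0 gave 9.45, within the replicate error of the paper's value, while 0.1 RPKM for a mean of 0 gave 6.13, quantile normalization gave 12.76 and the fits that each left out one tree gave between 12.72 and 12.85, none of which closed the gap. The value of 0.01 RPKM for each tree's value of 0, chosen after seeing the values, also gave 9.45.

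The numbers of regulated genes were 224 and 357 against the paper's 240 and 369. With 0.01 RPKM for a mean of 0, set before the data were examined, 606 genes were regulated against the paper's 609, 368 of them down-regulated, and 0.01 RPKM for each tree's value of 0, chosen after seeing the values, also gave 606 genes, all of them among the paper's 609, with log2 ratios at most 4.03e-05 from the paper's in Tables S1 and S2 and Pearson's r of 0.9999 with the paper's probabilities across genes, which are not independent replicates. Detected genes were 22334 against the paper's 21229, and 21148 when a value above 0 was required in at least 2 trees. The Table 4 genes Morus008627 and Morus016212, which the paper lists as regulated, had NOISeq probabilities of 0.7995 and 0.774, below 0.8, and 40 of the 41 genes passed with 0.01 RPKM for a mean of 0. With 0.01 RPKM for each tree's value of 0, chosen after seeing the values, their probabilities were 0.7997 and 0.807.

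The discussion of the paper describes a series of photosynthesis-related genes of Table 4, with chloroplast, cytochrome and photosystem genes, as up-regulated in autotetraploids. Of the 41 genes of Table 4, the mean was higher in autotetraploids in 15 genes and lower in 26 genes. Most of the excess of lower genes lies in the 16 genes annotated as cytochrome P450, with 3 higher and 13 lower. Whether these take part in photosynthesis was not tested. Of the chloroplastic genes 6 were higher and 8 lower, and of the genes listed as other 4 were higher and 3 lower.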

Other observations

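Of the tests below, the share of overlapping regulated genes that fall under the threshold was set before its result was seen, and its comparison with other regulated genes and all other tests were chosen after the patterns had been seen.

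Regulated genes lay next to each other in the identifier order more often than shuffled calls. There were 38 pairs of genes with consecutive identifiers and the same direction, with 73 genes in them, against a mean of 6.91 pairs and at most 19 pairs in 10000 shuffles over 12767 genes (permutation p = 0.0001, the smallest that the shuffles can give). Shuffles within 10 classes of mean expression gave a mean of 7.27 pairs (permutation p = 0.0001). Examples are Morus016200 and Morus016201, with log2 ratios of -11.86 and -10.85, and Morus021179, Morus021180 and Morus021181. Reads shared between near-identical copies are a candidate explanation, but the totals behind the RPKM values lay within 0.797% of the paper's unique gene matches and at least 6.64% away from all gene-mapped reads, so reads that match several genes appear to be left out. The pairs could be copies of one gene family: 10 of the 31 pairs in which both genes have a BLAST hit in the paper's tables (32.3%) have the same best hit, against 0% of random pairs of regulated genes. Members of one family can have different best hits, so this does not settle it. Whether identifiers follow the order on the chromosomes was not tested, and sequence differences of the cultivars from the reference were not tested either, so the pattern cannot be told apart from them.

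In 97 genes all trees of one group were at 0 RPKM while all trees of the other were above 0, with a mean of at least 1 RPKM. Of these genes, 51 were found in autotetraploids only and 46 in diploids only. At equal expression, the group at 0 would have had a median of 19.2 reads and at least 2.96 reads, so for the lowest of these genes too few reads could be the cause. The largest is expected at 612 reads, for which depth is no explanation. Loss of reads over sequence differences of one cultivar from the reference was not tested.

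YY56-1 differed from the other autotetraploid trees. The first principal component (59.9% of the variance) separated the groups, and the second (15.5%) placed YY56-1 at -39.1, YY56-2 at 12.2 and YY56-3 at 31.6, with diploid trees between -4.81 and 0.896. In 29 genes YY56-1 was at 10 RPKM or more and at least 20 times above YY56-3, with a median value in YY56-2 of 12.5% of that in YY56-1. RNA of YY56-1, or of a tissue in it, mixed into YY56-2 at one proportion would give nearly the same ratio in all genes. The interquartile range of its log2 was 1.38, above the limit of 1 set for the test but below the 2.62 of the only comparison set with at least 10 genes. In 0 genes at 10 RPKM or more was YY56-1 at least 20 times above YY56-2, as such mixing would also give. The count was also 0 for TL-1 over TL-2, TL-1 over TL-3 and TL-3 over TL-2, though 12 for TL-2 over TL-1. A count of 0 therefore does not point to mixing. With the range between the limit and the comparison set, mixing was neither shown nor excluded. Carry-over shared by all 6 libraries is not seen, since 10 genes with at least 50 RPKM in one group were under 0.1 times that proportion in the other. The design gives no condition that separates YY56-1, and no biological explanation was tested.

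In 56 of the 581 regulated genes the trees of the groups overlapped. For 35 of them (62.5%), leaving out one tree brought the absolute log2 ratio under 1. The same held for 71 of the 525 genes without overlap (13.5%) and for 11 of the 56 of them nearest in absolute log2 ratio (19.6%). Since the genes were chosen for their overlap, which one deviating tree can itself produce, this does not show that one tree carried the call. Morus018591 and Morus018592 of Table 4, high in TL-2 only, and Morus016032 of Table 3, high in YY56-1, are among the 35 genes.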
